A study of Mus musculus with 12 samples.

How the data were processed

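Messenger RNA was measured by RNA sequencing in the hypothalamus of 12 male mice that carried floxed Smc3 alleles and received tamoxifen. Per the labels, tissue was taken 5 weeks after tamoxifen, and the growth protocol gives an age of 8 weeks without saying at which step. Total RNA was column-purified, messenger RNA was isolated from it, and libraries were made with the NEBNext Ultra II RNA kit, per the labels' protocols. Camk2a-cre/ERT2 is a transgene that makes a tamoxifen-activated recombinase in forebrain excitatory neurons. Mice without it were grouped as WT (n = 7) and mice with it as cKO (n = 5), from the sample titles, and the genotype field gives the same grouping. Every title, in both groups, also carries the word control, which was not used. Mice are named by their group and the number in the title. The labels give no sequencing batch, and no mouse number occurs in both groups.

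The authors deposited a table of normalized CPM (reads per gene scaled to a common library total) for 32494 genes and 12 libraries, and a table of their own test with a log2 fold change, a log2 mean CPM, a p-value and a false discovery rate (FDR) per gene. Aligner, counting program, strand setting, genome build and annotation are not stated in the labels or in the file headers. The deposited CPM values in each library were whole multiples of a single step for 100% of values, so whole reads were recovered by dividing by that step. The scaling factors this implied were the same as edgeR's TMM factors computed from the recovered reads, with values from 0.987 to 1.02. The column names of the authors' deposited test table, with its log2 and p-value columns, are those edgeR writes. Its positive fold changes mean higher in the libraries labelled cKO, as seen from the direction of the CPM differences. Every library column was matched to a sample by its name, and 0 columns were left unused.

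Recovered depth ranged from 17.1 M reads (megareads, cKO 14) to 24.0 M (WT 11) in 11 libraries and was 68.7 M in WT 1. A level of 3 reads, taken as the smallest level a library can show, was between 0.0436 CPM (WT 1) and 0.178 CPM (cKO 14). Reads carry no molecular identifiers here, so this floor covers counting error only. Replicates were compared by a chi-square over genes with at least 20 reads in the pair. It was between 3.27 and 29.8 per degree of freedom over the 31 pairs within a group, so no pair matched within sampling noise and each library was counted as a separate sample.

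CPM values are not raw counts, so the main test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes with trend, on log2(CPM + 1), without covariates. It covered the 15359 genes with a mean of at least 1 CPM over the 12 libraries, and 692 of the 32494 listed genes were at 0 in all libraries. The adjusted p-value is Benjamini-Hochberg's, with a threshold of 0.05. Fold changes are on the log2(CPM + 1) scale, which understates changes of low genes. Single values and means over gene lists were compared with a two-sided exact permutation test over all 792 splits of the 12 libraries into 7 and 5, whose smallest possible p-value is 0.00126. Lists of cohesin genes and of body weight genes were fixed before the data were examined. Named genes, by a rule fixed at the same time, were Smc3, Mc4r, listed genes past the threshold within their list, and the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap. Slc6a7, Camk2a, Pcdhgc5, Pcdha11, Pcdha12 and the other genes named outside that rule were chosen after their values were seen.

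The fit was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by 1 log2 unit, of which 197 passed the CPM minimum. limma recovered 196 of the 197 (99.5%) among 15364 tested genes, with 8 false calls (3.92% of its calls). The simulated counts had the same dispersion (variance beyond counting error) of 0.02 for every gene, and genes were drawn independently. These figures therefore do not carry over to changes smaller than 1 log2 unit or to variation that genes share across real libraries. The alternatives fixed before the data were examined were a pseudocount of 0.1, median centring, quantile normalization, all genes with a value above 0, a minimum mean of 5 CPM, eBayes without trend, eBayes with the robust option, arrayWeights, edgeR's quasi-likelihood test (4.0.16) and DESeq2 (1.42.0) on recovered reads, and leaving out each mouse in turn. On the recovered reads, edgeR's quasi-likelihood test called 2209 genes and DESeq2 2931. Alternatives chosen after seeing the data were edgeR's exact test on recovered reads, a correction of each library for transcript GC content and length, marker scores of hypothalamic and thalamic neurons as covariates, and thinning of WT 1 to the median depth of the others. A marker score is the mean of log2(CPM + 1) over a list of genes.

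GC content and length came from GENCODE M21 transcripts, which matched 14515 of the 15359 tested genes (94.5%). The correction used splines with 4 degrees of freedom, and on simulated data it took a Spearman's rho of 0.615 between fold change and GC content to 0.00309 over 14516 genes. The order of genes along chromosomes came from a RefSeq table of assembly GRCm38.p6, which matched 15219 tested symbols (99.1%). The authors' build is not stated, so no coordinates are given. Exon-level reads and the recombinase transgene were not analysed here. A further gene list, examined after the data were seen, is not reported here.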

Results

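The data were RNA sequencing libraries from the hypothalamus of 12 male mice, 7 labelled WT and 5 labelled cKO, taken 5 weeks after tamoxifen. The study was designed to ask what loss of Smc3 from forebrain neurons in adult mice does to gene expression, with body weight and the melanocortin 4 receptor named in its title. Smc3 encodes a core subunit of cohesin, the ring complex that holds DNA loops and sister chromatids. Depth was 17.1 to 24.0 M reads in 11 libraries and 68.7 M in WT 1. Between 23469 (cKO 14) and 28675 (WT 1) genes had at least 1 read. The 10 most abundant genes took 2.72% to 3.43% of reads. The Y-linked gene Ddx3y was at 108 to 127 CPM in every library and Xist reached at most 0.285 CPM, or 6 reads.

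Smc3, the floxed gene, was examined first as a check of the labels. It went against them. Smc3 was at 81.6 ± 3.14 CPM (SD, n = 7) in the libraries labelled WT, with a range of 76.8 to 85.7. It was at 131 ± 10.3 CPM (SD, n = 5) in those labelled cKO, with a range of 116 to 144. The ratio of means was 1.60, and the limma log2 fold change was 0.67 (SE 0.05, adjusted p-value 3.06e-05), the smallest p-value of the 15359 genes tested. The exact permutation p-value was 0.00126, the smallest the design allows. In the authors' deposited table the log2 fold change of Smc3 was 0.68, with an FDR of 9.42e-24. The genotype label therefore did not come with a lower Smc3 transcript total, and every direction below refers to the libraries labelled cKO.

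**Figure D1:**
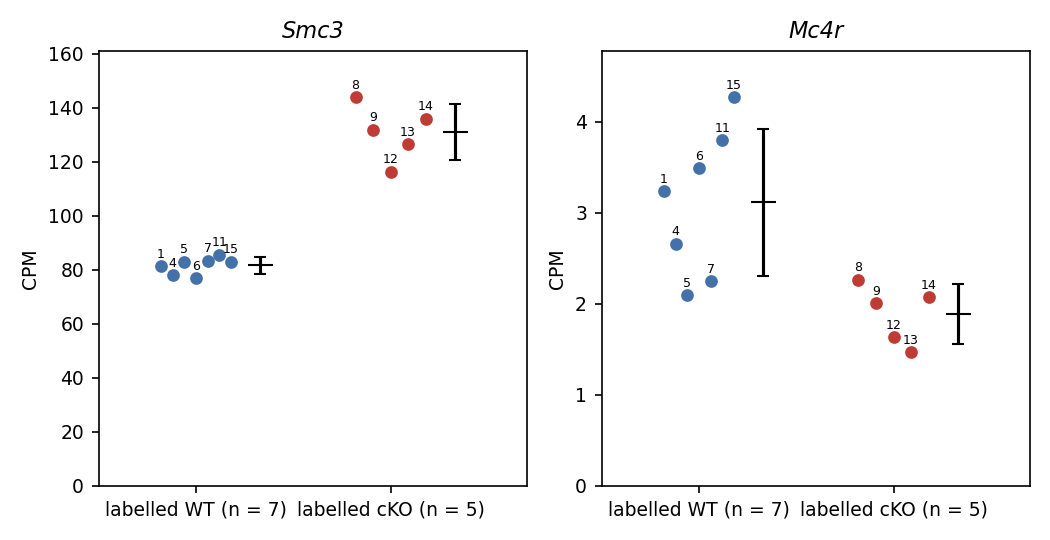
CPM of Smc3 (left) and Mc4r (right) in each mouse, with mouse numbers beside the points and the group mean ± SD as black bars, for the 7 libraries labelled WT and the 5 labelled cKO. The ranges of Smc3 do not overlap (76.8 to 85.7 against 116 to 144 CPM), whereas those of Mc4r do (2.09 to 4.27 against 1.47 to 2.27 CPM).

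In a principal component analysis of the tested genes, the first component held 36.1% of the variance and did not differ between the groups (exact permutation p-value 0.708). Across libraries it had a correlation of -0.761 with the hypothalamic marker score, which ran from 2.13 (WT 5) to 5.39 (cKO 14). The libraries of both groups thus differed widely in hypothalamic marker expression, and the cause was not tested. The second held 22.6% and separated them (exact p-value 0.00126). The third held 11.1% and did not differ (exact p-value 0.706).

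**Figure D2:**
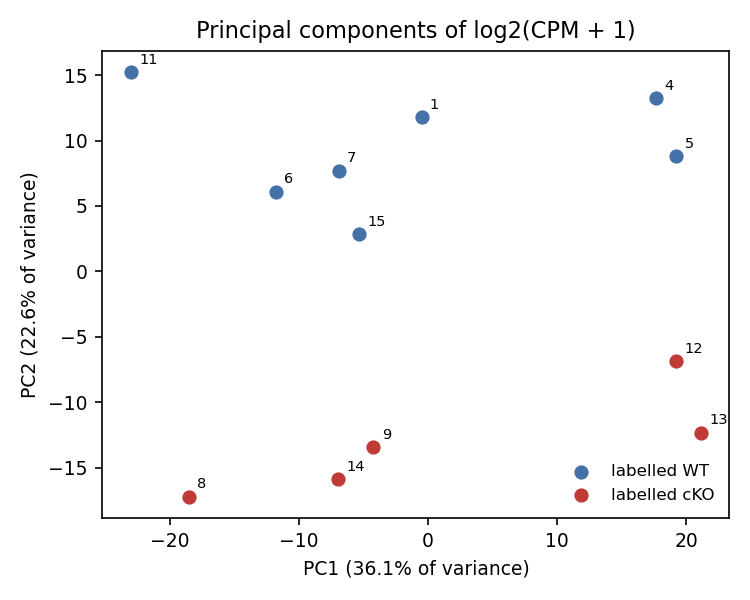
First and second principal components of log2(CPM + 1) over 15359 genes, with 1 point per library, numbered by mouse and coloured by label. The second component (22.6% of the variance) separates the labels, and the first (36.1%) holds libraries of both labels at each end.

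Which genes differed between the groups was asked over all 15359 tested genes. limma placed 2172 past an adjusted p-value of 0.05, with 1004 higher (46.2%) and 1168 lower (53.8%) in the libraries labelled cKO. The changes were small, with a median absolute log2 fold change of 0.25, and 1903 of the 2172 changed by less than 0.5. The change exceeded 1 log2 unit in 13 genes, of which 1 was higher and 12 were lower. These numbers hold for the log2(CPM + 1) scale, which understates changes of low genes. In the authors' deposited table the rises of Stra6 (1.22), Gm3636 (1.26) and Gm32834 (1.21) also exceeded 1 log2 unit. The falls of Pcdha11 (-1.14) and Pcdha12 (-1.12) did so there too. The group ranges did not overlap in 967 of the 2172, with 492 higher and 475 lower. Over all tested genes 1033 (6.73%) had ranges that did not overlap, where chance gives 0.253%. Among alternatives the count was highest with arrayWeights, at 5126 genes (2405 higher and 2721 lower), and lowest with a thalamic marker score as a covariate, chosen after seeing the data, at 576 (197 higher and 379 lower). The split by direction depended on scaling. Median centring of each library put 1377 genes (56.6%) higher and 1054 lower, and a correction for transcript GC content and length put 1369 (61.2%) higher and 868 lower.

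Among genes past the threshold whose groups did not overlap, Cyp11a1 rose most. It went from 1.29 ± 0.400 CPM (SD, n = 7) to 4.20 ± 1.56 CPM (SD, n = 5), a limma log2 fold change of 1.16 (SE 0.19, adjusted p-value 0.00396). This rested on 10 to 132 reads per library. Stra6 rose from 2.60 ± 0.280 to 6.03 ± 0.542 CPM, with a log2 fold change of 0.97 (SE 0.08, limma adjusted p-value 4.84e-05). The next were the predicted genes Gm3636, at 0.86 (SE 0.09), and Gm32834, at 0.74 (SE 0.09), which are uncertain where reads were shared with related copies. Smc3 was the remaining member of the 5. The largest fall was that of Rreb1, from 136 ± 52.0 CPM (SD, n = 7) to 48.6 ± 13.4 CPM (SD, n = 5), a log2 fold change of -1.43 (SE 0.24, limma adjusted p-value 0.00409). Zim1 fell from 41.0 ± 5.84 to 16.7 ± 3.39 CPM, with a log2 fold change of -1.26 (SE 0.12, limma adjusted p-value 4.88e-04). The other falls were Rasd1 at -1.20 (SE 0.22), Col5a1 at -1.12 (SE 0.19) and Cck at -1.08 (SE 0.21). With the thalamic score as a covariate, Cyp11a1 (limma adjusted p-value 0.0679), Rreb1 (0.0587), Col5a1 (0.0566) and Cck (0.0971) were no longer past the threshold. The log2 fold change of Rasd1 became -0.46 in that fit. With both the hypothalamic and thalamic scores as covariates, Cyp11a1 (limma adjusted p-value 0.0203), Rreb1 (0.0133), Col5a1 (0.0327) and Cck (0.0296) were past the threshold. The log2 fold change of Cck was then -0.46.

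Whether the melanocortin 4 receptor differed was asked because the series title names it. Mc4r was at 3.12 ± 0.813 CPM (SD, n = 7) in the libraries labelled WT and at 1.89 ± 0.328 CPM (SD, n = 5) in those labelled cKO, a ratio of 0.607. The limma log2 fold change was -0.49 (SE 0.14, adjusted p-value 0.0296), and the exact permutation p-value was 0.0114. The ranges overlapped, with 2.09 to 4.27 CPM against 1.47 to 2.27 CPM, and the values rested on 31 to 223 reads per library. Mc4r was not past the limma threshold after quantile normalization (log2 fold change -0.41, adjusted p-value 0.0527) or in 6 of the 12 fits that each left out 1 mouse. In the authors' deposited table Mc4r had a log2 fold change of -0.72 and an FDR of 0.0197.

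The other subunits and regulators of cohesin were compared through a list of 22 genes that also holds related SMC complex genes. The list has 19 tested genes, since Smc1b, Cdca5 and Esco2 were under the CPM minimum. By limma, 10 were past an adjusted p-value of 0.05 over the list and 8 over all genes. Besides Smc3, the higher genes were Stag1, with a log2 fold change of 0.33 (SE 0.06, list adjusted p-value 5.15e-04), Stag2 at 0.19, Smc6 at 0.16, Smc1a at 0.13 and Rad21 at 0.10. The lower genes were Stag3 at -0.52 (SE 0.14, list adjusted p-value 0.00876), Pds5b at -0.24, Mau2 at -0.16 and Smc5 at -0.11. Rad21 and Smc5 passed only within the list. Mau2 was not past the threshold over all genes after the GC and length correction (limma adjusted p-value 0.0927). Pds5b was not past it in 9 of the 12 fits that each left out 1 mouse, nor was Stag3 in 8 of them. With the thalamic score as a covariate 2 of the 19 genes were past the threshold adjusted over the list, and 9 had an unadjusted p-value under 0.05, against 10 without the covariate.

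**Figure D3:**
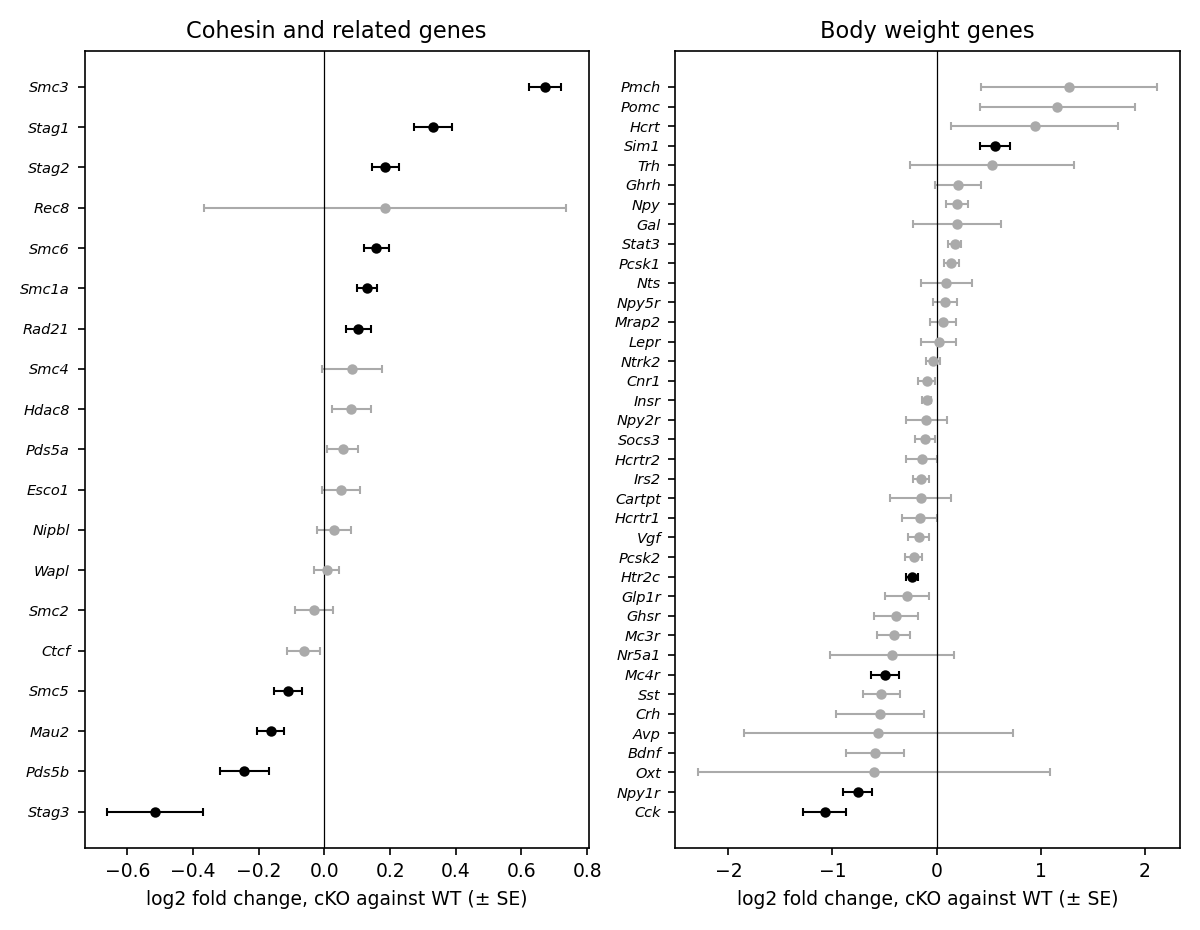
Limma log2 fold changes with standard errors (horizontal axes), libraries labelled cKO against WT, for the 19 tested cohesin and related genes (left) and the 38 tested body weight genes (right). Black points are past an adjusted p-value of 0.05 within the list, 10 on the left and 5 on the right, and grey points are not.

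Genes of hypothalamic body weight control were compared through a list of 40, of which 38 were tested and Agrp and Asip were under the CPM minimum. By limma, 5 were past the threshold over the list and 5 over all genes. Sim1 was higher, at 14.9 ± 2.48 CPM (SD, n = 7) against 22.7 ± 4.89 CPM (SD, n = 5), with a log2 fold change of 0.56 (SE 0.14, limma adjusted p-value 0.0206). Cck was lower, at 80.2 ± 24.8 CPM against 37.3 ± 10.7 CPM, with a log2 fold change of -1.08 (SE 0.21, limma adjusted p-value 0.00798). Npy1r was lower by a log2 fold change of -0.76 (SE 0.14, limma adjusted p-value 0.00640), as was Htr2c by -0.23 (SE 0.06, limma adjusted p-value 0.0206) and Mc4r as given above. The remaining 33 genes, Pomc, Npy and Lepr among them, were not past the threshold. For some of them the error was too wide to exclude a large change. The log2 fold change was 1.16 (SE 0.75) for Pomc, 1.27 (SE 0.84) for Pmch and -0.60 (SE 1.69) for Oxt. It was 0.20 (SE 0.11) for Npy and 0.02 (SE 0.17) for Lepr. With the thalamic score as a covariate 0 of the 38 were past the threshold adjusted over the list, although Htr2c was past it over all genes (limma adjusted p-value 0.0478), and 11 had an unadjusted p-value under 0.05, against 9 without the covariate.

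The clustered protocadherins are cell surface genes in 3 arrays whose promoter choice depends on cohesin. Isoforms within the alpha array and within the gamma array share 3′ exons, so the assignment of reads to single members there is uncertain. Over 53 tested genes, the mean of log2(CPM + 1) was 2.98 ± 0.0707 (SD, n = 7) in the libraries labelled WT and 2.78 ± 0.193 (SD, n = 5) in those labelled cKO. The difference was -0.20 (exact permutation p-value 0.0215, or 0.0301 adjusted over 7 comparisons of this family). The difference was -0.15 after quantile normalization (exact p-value 0.0846). Lower values were found for 41 of the 53 genes, and of the 13 past the limma threshold 12 were lower. The alpha isoforms differed by -0.38 (exact p-value 0.00505) and the gamma A and B isoforms by -0.34 (exact p-value 0.00379). The beta isoforms differed by -0.07 (exact p-value 0.266) and the 5 C-type isoforms by 0.10 (exact p-value 0.277), and neither difference was past 0.05. None of these directions flipped under median centring or quantile normalization.

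**Figure D4:**
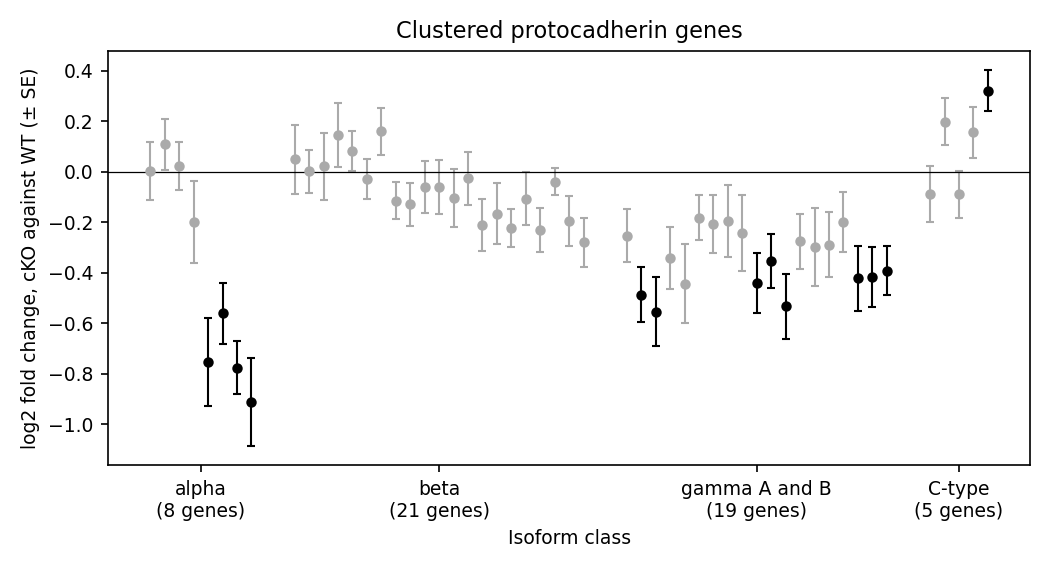
Limma log2 fold change with standard error (vertical axis), libraries labelled cKO against WT, of the 53 tested clustered protocadherin genes, by isoform class. Black points are past an adjusted p-value of 0.05 over all genes, 4 in alpha, 8 in gamma A and B and 1 in C-type, where the gene was higher, and grey points are not.

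The authors' deposited table holds their own test of the same contrast. At an FDR under 0.05 the authors' deposited table has 1604 genes, 531 higher and 1073 lower in the libraries labelled cKO. The limma fit placed 1372 of these (85.5%) past its threshold, all in the same direction. Of the 232 others, 208 were under the CPM minimum and were not tested. A further 800 genes passed limma's threshold and not that of the authors' deposited table. The authors' FDR is adjusted over 32494 genes and limma's over 15359, so the same cutoff is not alike in both. On recovered reads, edgeR's exact test adjusted over the 15359 genes called 2168. The 800 genes are therefore not a measure of the difference between tests alone. Across tested genes, which are not independent replicates, the log2 fold changes of limma and of the authors' deposited table had a Pearson r of 0.966 and the same sign in 98.8%.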

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

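The tests in this part were chosen after the values they address had been seen. Of 82 groups of values examined for a library far from the rest of its group, 4 stood out, where chance gives 4.1, so the number is no larger than chance would give.

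WT 1 had 68.7 M reads, far above the other WT libraries. Thinning it to the median depth of the others gave 2197 genes past the threshold in place of 2172, so the count did not depend on that depth. Leaving WT 1 out altogether gave 1158 genes, all of them among the 2172. No biological explanation was tested for a difference in depth.

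Cyp11a1 was at 0.413 CPM in WT 11, the lowest WT library. That is 10 reads, where the other WT libraries predict 34.6. The one-sided Poisson probability of as few reads was 8.64e-07, so counting error alone does not account for it. A difference in the tissue taken could not be excluded, and no biological explanation was tested within a group.

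The score of cortical and striatal marker genes was 3.33 in WT 1, the highest WT value. With that library thinned the score was 3.31, still above the 3.17 of the next WT library, so depth does not account for it. More adjoining tissue in that dissection could contribute, and no measurement here separates this from a difference between animals.

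The score of neuronal marker genes was 9.10 in cKO 13, above the other cKO libraries. After the correction for transcript GC content and length it was again 9.10, with the next cKO library at 8.99. The correction left the score in place and so gave no sign of such a bias. The value rests on a single library, so this was not taken to exclude it. A difference in cell composition of the sample may also contribute, and it was not tested.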

How the results depend on the processing

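The fold changes of Smc3, Mc4r and the genes named by the rule fixed beforehand, and the protocadherin difference, kept their direction under every alternative that gave them a value. Camk2a, which was never past the threshold in the settings examined, moved from -0.02 to 0.05 after the GC and length correction and to 0.20 with the thalamic score. The larger share of lower genes became a larger share of higher genes under some alternatives, such as median centring (1377 higher and 1054 lower) and the GC and length correction (1369 higher and 868 lower). No paired analysis was possible because no mouse number occurs in both groups. The minimum mean of 5 CPM left no value for Mc4r, Stag3, Cyp11a1 or the other named genes under it.

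The number of genes past the threshold was 5126 with arrayWeights (2405 higher and 2721 lower). It was 576 with the thalamic score as a covariate (197 higher and 379 lower, with 467 of them among the 2172) and 1308 with both marker scores (504 higher, with 873 of them among the 2172). With all genes above 0 it was 1544, of which 646 were higher. Other alternatives gave counts within 1.5 times 2172, such as 2209 by edgeR's quasi-likelihood test, 2168 by its exact test and 2931 by DESeq2. Over the 12 fits that each left out 1 mouse it ran from 1158 (without WT 1) to 2302 (without WT 5), with 493 to 1036 higher and 665 to 1266 lower.

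Smc3 had a log2 fold change from 0.65 to 0.74 over 16 alternatives, with adjusted p-values of at most 5.21e-04, and from 0.64 to 0.71 over the fits that each left out 1 mouse. Mc4r lost the threshold after quantile normalization (-0.41, adjusted p-value 0.0527), over all genes above 0 (-0.49, adjusted p-value 0.0727) and with the thalamic score (-0.61, adjusted p-value 0.0795). Over its 15 alternatives the adjusted p-value ran from 0.00328 to 0.0795. Leaving out 1 mouse gave -0.56 to -0.43, with adjusted p-values up to 0.0699 and exact permutation p-values up to 0.0182. Mc4r rested on as few as 31 reads, which limits it.

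Adjusted over their list, cohesin genes past the threshold numbered 2 with the thalamic score (9 at an unadjusted p-value under 0.05) and 2 with both scores, and 8 to 10 when a mouse was left out. Body weight genes past it, also over their list, numbered 12 with arrayWeights, 9 by edgeR's exact test, 9 with the hypothalamic score, 0 with the thalamic score (11 at an unadjusted p-value under 0.05), 13 with both scores, and 4 to 6 when a mouse was left out. The protocadherin difference was -0.15 after quantile normalization (exact permutation p-value 0.0846, the highest of its 7 alternatives) and -0.26 to -0.13 when a mouse was left out, with an exact p-value of 0.0636 without cKO 13. At an FDR of 0.01 in both tests, limma's 423 genes held 377 of the 707 in the authors' deposited calls. That share of the authors' genes was 53.3%, against 85.5% at 0.05. At 0.1 the shared number was 2000 of the authors' 2387 (83.8%). The cause of these shifts was not tested, except as given for the marker scores among the other observations. For the single genes named by the rule other than Smc3 and Mc4r, 534 of 583 values kept their side of the threshold, 43 lost it and 6 gained it.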

Other observations

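The counts over other splits of the mice were set before the data were examined, and all other tests in this part were chosen after the pattern they address was seen. Of 100 splits drawn from the 792 ways of dividing the mice into 7 and 5, the real split included, 1 gave as many as 2172 genes past the threshold. That was the real split, and the largest other count was 559. For the cohesin list 1 of 100 gave as many as 10 genes, with at most 7 in another split. For the body weight list 3 of 100 gave as many as 5 genes, with up to 11 in another split, so the body weight count stands out least.

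Higher Smc3 in the libraries labelled cKO is the most unexpected result. An exchange of single mice between the groups is not seen, since 0 libraries labelled cKO lay at or below the highest labelled WT. The GC and length correction took Spearman's rho of log2 fold change with GC content from -0.212 to 0.00816 across genes. It moved the log2 fold change of Smc3 only from 0.67 to 0.65, less than its standard error of 0.05. Smc3 was still past the threshold (limma adjusted p-value 2.38e-05, exact permutation p-value 0.00126). These values argue against the trend that the correction removes as the cause. A bias particular to Smc3 was not tested. Recombination could leave a transcript that lacks some exons and is still counted, possibly at a raised level. That would show as an uneven loss of reads over the exons, and 0 deposited columns hold exon-level values, so the result cannot be told apart from that explanation. An exchange of the labels of all libraries also could not be excluded from Smc3 itself.

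Slc6a7, next to Camk2a among tested genes, was at 123 ± 8.92 CPM (SD, n = 7) in the libraries labelled WT and 168 ± 5.56 CPM (SD, n = 5) in those labelled cKO. The log2 fold change was 0.45 (limma adjusted p-value 5.76e-04), without overlap between the groups. A candidate explanation is that a transgene built on Camk2a carries a copy of its neighbour, in which case Slc6a7 would mark the libraries that hold the transgene. Camk2a itself did not differ (-0.02, limma adjusted p-value 0.925). Of the 10 nearest tested neighbours, 0 were higher past the threshold and 1, Ppargc1b, was lower (limma adjusted p-value 0.0416), while Slc6a7 itself was picked for its rise. The labels do not say how the transgene was made, so this cannot be told apart from a change in Slc6a7 expression.

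Fold changes followed transcript properties. Across genes, which are not independent replicates, Spearman's rho of log2 fold change was -0.212 with GC content and -0.186 with length. With tested genes in 5 equal bins of GC content, 311 genes were higher and 118 lower past the threshold in the lowest bin, and 89 were higher and 317 lower in the highest. The GC slope differed between groups by -0.0688 log2 units per 10 percentage points (exact permutation p-value 0.0126), and was steepest in cKO 13 at -0.107. After correction 2237 genes were past the threshold in place of 1958 of the same genes with a transcript, with 1508 in both. GC content and length may therefore shape the split between higher and lower genes, which moved from 48.6% to 61.2% higher, without accounting for the number that passed. A library preparation bias and a real shift of long, GC-rich transcripts were not separated.

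Dissection may also differ between mice. The score of thalamic marker genes was 5.76 ± 0.349 (SD, n = 7) in the libraries labelled WT and 5.18 ± 0.308 (SD, n = 5) in those labelled cKO (exact permutation p-value 0.0126, or 0.106 adjusted over 12 marker scores). The choroid plexus score was also lower in the libraries labelled cKO, at 3.14 against 3.36 (exact p-value 0.0240, or 0.106 adjusted), while the cortical and striatal score did not differ (exact p-value 0.189). Other scores went the other way. The microglial score was 4.58 against 4.47 (exact p-value 0.0265, or 0.106 adjusted) and the pituitary score 1.62 against 1.29 (exact p-value 0.0530, or 0.136 adjusted). A difference in adjoining tissue therefore remains possible. With both the hypothalamic and thalamic scores as covariates 1308 genes passed, of which 873 were among the 2172, and with the thalamic score alone 576 did, of which 467 were. The hypothalamic score did not differ between the groups (exact p-value 0.516), although it ran from 2.13 (WT 5) to 5.39 (cKO 14). With it alone the count rose to 2930, of which 2144 were among the 2172. With the thalamic score alone the log2 fold change of Cck moved from -1.08 to -0.42 and that of Rasd1 from -1.20 to -0.46. Those of Smc3 (0.67 to 0.74), Zim1 (-1.26 to -1.45) and Htr2c (-0.23 to -0.30) grew instead. A lost threshold in that fit is therefore not in itself a smaller difference. The thalamic score itself differs between the groups, so fits that include it can also remove part of a real group difference. This reading was chosen after the counts with that score were seen. The number of changed genes cannot be told apart from a difference in dissection. For Mc4r the log2 fold change was -0.68 with both scores, which did not reduce the size of its fall. It was -0.53 after the GC and length correction (limma adjusted p-value 0.0238, exact permutation p-value 0.00631), a move smaller than its standard error of 0.14. That correction did not reduce the fall, so these values argue against the trend it removes as the cause. With the thalamic score alone the log2 fold change of Mc4r was -0.61 and no longer past the threshold (limma adjusted p-value 0.0795, in a range of 0.00328 to 0.0795 over 15 alternatives).

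Among clustered protocadherins the loss may depend on isoform class. The mean of the 48 alternate isoforms minus that of the 5 C-type isoforms fell by 0.33 between the groups (exact permutation p-value 0.00126, the smallest the design allows, or 0.00884 adjusted over 7 comparisons). It fell by 0.30 after quantile normalization and by 0.36 after the GC and length correction, with the same exact p-value. The level over the 52 members with a transcript differed by -0.19 before that correction and by -0.17 after it (exact p-value 0.0328). The trend that the correction removes therefore does not account for the lower level in full. Members of a class were not uniform. Pcdha11 and Pcdha12 fell by 0.78 and 0.91 on the log2 scale, while Pcdha1, Pcdha2 and Pcdha3 did not fall (0.0038, 0.11 and 0.02). Of the C-type genes Pcdhgc5 rose by 0.32. Pcdhac2 at 0.20 and Pcdhgc4 at 0.16 were also higher, while Pcdhgc3 and Pcdhac1 were both at -0.09, all of them not past the threshold. With the thalamic score as a covariate Pcdha12 (limma adjusted p-value 0.0842) and Pcdhgc5 (0.124) were not past the threshold. With both the hypothalamic and thalamic scores Pcdha12 was past it (limma adjusted p-value 0.0210) and Pcdhgc5 was not (0.106). Shared 3′ exons in the alpha and gamma arrays and the unstated counting method leave open how far reads were moved between isoforms.

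Genes past the threshold lay beside each other more often than in random order. There were 223 adjacent pairs that changed in the same direction, where 10000 random orders averaged 152, and the share of orders with as many was 1e-04, the smallest they can give. Without the clustered protocadherins there were 214 pairs (share 1e-04), and after the GC and length correction 209 where random orders averaged 180 (share 0.0105). With both removed there were 203 (share 0.0337). Part of the pairing may therefore come from GC content. What remains is a hypothesis of shared local regulation, which reads shared between overlapping genes could also give and which was not tested further. Cyp11a1 and Stra6, among the largest rises, have a single tested gene between them, Ccdc33, which did not change (-0.07, limma adjusted p-value 0.837).

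Imprinted genes were examined after Zim1 and Meg3 had been seen to fall. Of 37 tested imprinted genes 10 were past the threshold, 4 higher and 6 lower, where random lists matched on expression averaged 6.16. The share of 10000 such lists with as many was 0.0702, so imprinted genes as a class did not stand out.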
